A study of Homo sapiens with 12 samples. Its data were reported in "An integrated analysis of the SOX2 microRNA response program in human pluripotent and nullipotent stem cell lines" (2014).

How the data were processed

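RNA was measured in 2 human embryonal carcinoma lines on the Affymetrix Human Gene 1.0 ST array, a single-colour array whose probes lie along the whole transcript. Both lines were seeded a day ahead, transfected for 6 hours with an siRNA against SOX2 (siSOX2) or with a non-targeting siRNA, and kept for a further 72 hours in growth medium. The transfection lipid, a Lipofectamine reagent, was not the same product in the 2 lines, and the amount of siRNA differed too, so line, reagent and siRNA amount cannot be separated. There were 4 groups of 3 arrays, 12 arrays in all, and the labels call the replicates biological.

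The deposited values are log2 signals per probe set. Per the study's methods, the authors made them with robust multi-array averaging (background correction, quantile normalization of probes and a median polish) in the manufacturer's software, the version of which is not given in the sources used here. The log base is not stated there either. It was taken as log2 from the range of the values, which ran from 1.57 to 14.98. The submitters' processing notes name limma, without a version. Such values compress small and very large signals, so fold changes of dim genes tend to be understated. Array medians ran from 7.433 to 7.583. An array gives no count of molecules, and the number of arrays limits the precision.

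The deposited values covered 32321 probe sets. The platform annotation gave 1 gene for 19158 of them, several for 1388 and none for 11775. Only probe sets with 1 gene were named. Of 18404 genes, 18376 were matched to a current symbol in the RefSeq genes of assembly GRCh38.p14 (used for names and for which genes neighbour each other), and 28 kept the symbol of the array. For the 637 genes with several probe sets, the one with the highest mean over the 12 arrays was used.

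All 12 arrays were fitted together with a mean per group, using lmFit, contrasts and eBayes in limma 3.58.1 under R 4.3.3. The data were read with data.table (version 1.17.8) and the plots drawn with matplotlib 3.10.9 under Python 3.11.15. There were 4 contrasts: siSOX2 against control in each line, the difference between these responses (2102Ep minus NTera-2), and NTera-2 control against 2102Ep control. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less within its contrast together with a change of at least 2-fold, which is 1 on the log2 scale. Every called gene also had an unadjusted p of 0.01 or less. All adjusted p-values of single genes below are limma's. With 3 arrays against 3, an exact two-sided permutation test of 1 gene cannot go below 0.1, so the tests rest on the spread pooled across genes. The procedure was tested on simulated data for siSOX2 against control in 2102Ep over 18404 genes. Of 100 genes given a log2 change of 1.5 it recovered 99%, and of 100 given a change of 3 it recovered 100%, with 0 false calls. Changes nearer the threshold of 1 were not simulated. The median SE of the real fit was 0.121, far below that threshold, so 0 false calls says little about error control.

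Gene lists were written before the data were examined but after the paper was read. They covered pluripotency, primitive streak and early mesoderm, endoderm, trophoblast and amnion, neural ectoderm, neural crest, mesenchymal and epithelial genes, EMT genes named in the study text, Wnt targets, Nodal pathway, BMP pathway, HOX genes, the SOX family without SOX2, proliferation, p53 targets, interferon response, stress response, sterol synthesis, reference genes, fibroblast, leukocyte, muscle and heart, and C19MC and miR-302 precursors. Of the last list no C19MC member was measured by a probe set of 1 gene, so that cluster was not tested. The lists were tested with limma's camera at a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry, which tests whether the genes of a list move on balance one way and compares them with no other genes, with Benjamini-Hochberg adjustment over the lists of a contrast. Genes shared by both lines were tested with two-sided Fisher's exact tests, which need no correction for shared controls because the knock-downs share no array.

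Genes are named by a rule fixed before the data were examined. It takes SOX2, then for each knock-down the 10 called genes with the largest rise and the 10 with the largest fall whose 3 arrays of one group all lay on one side of the other group. It takes the 6 largest each way for the difference in response and for the starting difference, with no condition on single arrays for the former. It adds up to 4 members of each list with the smallest adjusted p, list members called against the median of their list, and genes called in opposite directions in the 2 lines. Only part of the genes it takes are printed. Probe sets with several genes, among them those of some core pluripotency genes, are not named. The alternatives were the replicate number as a block, only the groups compared, a filter on dim genes, median centring, quantile normalization again, an intensity trend with a robust prior, array weights, all probe sets, other thresholds, other list tests, and each array left out in turn. A covariate from the residuals was added after the data were seen.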

Results

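Gene expression was profiled in 2102Ep and NTera-2, lines derived from human embryonal carcinoma, the stem cells of teratocarcinoma. NTera-2 is pluripotent and can differentiate, while 2102Ep is called nullipotent because it resists differentiation by retinoic acid, although sparse growth or silencing of core pluripotency factors is known to induce it. Each line was transfected with siSOX2 or with a non-targeting control siRNA, giving 3 arrays in each of 4 groups. Arrays of the same group correlated at 0.9825 to 0.9943 across probe sets, arrays of the same line but different siRNA at 0.981 to 0.9927, and arrays of different lines at 0.9485 to 0.9723. The first principal component over genes held 66.4% of the variance and separated the lines. The second held 13.7% and placed every control array above 0 and every siSOX2 array below 0.

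SOX2, the transcription factor targeted by the siRNA, fell strongly in 2102Ep and modestly in NTera-2. In 2102Ep the log2 signal was 12.23 ± 0.0434 (SD, n = 3) in control cells and 9.094 ± 0.259 (SD, n = 3) after siSOX2. The change of -3.135 ± 0.117 (log2, SE; adjusted p = 6.22e-12, limma) left 11.4% of the control signal, with a 95% interval of 9.59 to 13.5%. In NTera-2 the signal was 12.56 ± 0.0657 (SD, n = 3) and 11.91 ± 0.0492 (SD, n = 3), a change of -0.6449 ± 0.117 (adjusted p = 0.00225, limma), which left 64.0% with an interval of 53.9 to 75.9%. SOX2 passed the adjusted p in NTera-2 but not the 2-fold threshold. The difference between the lines (2102Ep minus NTera-2) was -2.49 on the log2 scale (SE 0.165, adjusted p = 4.87e-08). In both lines all 3 siSOX2 arrays lay below all 3 control arrays.

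**Figure D1:**
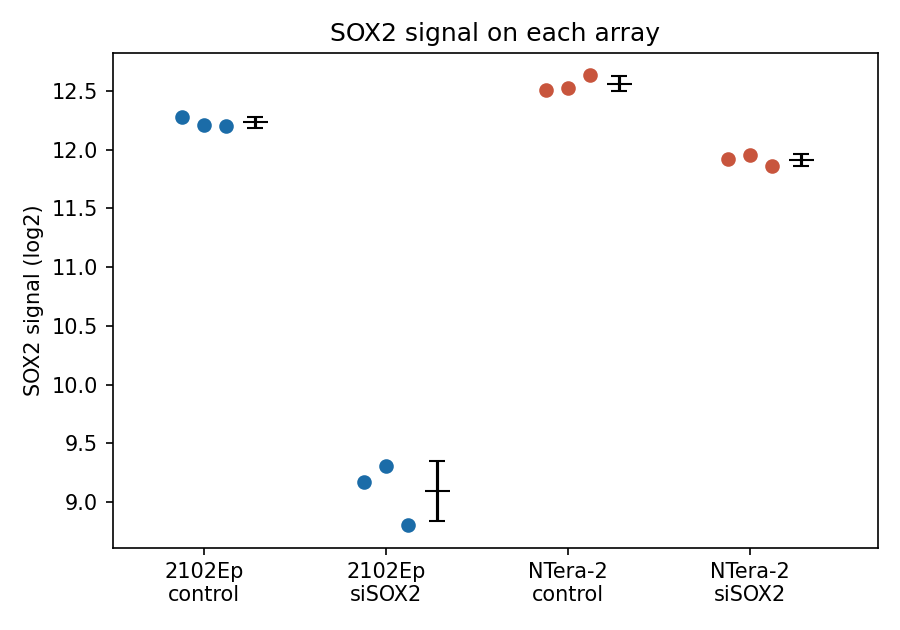
SOX2 signal (log2, vertical axis) on each of the 12 arrays (coloured points), by group, with the group mean and SD as a black bar beside them. The 2102Ep siSOX2 arrays lie at 8.804 to 9.304, against 12.2 to 12.28 in their controls, and the NTera-2 siSOX2 arrays at 11.86 to 11.95, against 12.51 to 12.63.

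The first comparison asked which genes changed after siSOX2 in 2102Ep. The arrays hold no other siRNA against SOX2 and no rescue. Effects of this siRNA on other transcripts can therefore not be told apart from loss of SOX2 in either line. Genes of the primitive streak, of early mesoderm and of Wnt signalling rose, led by LGR5, a Wnt receptor component and target (log2 change 4.84 ± 0.104, SE). MSGN1, a regulator of presomitic mesoderm, rose by 4.28, the Wnt inhibitor DKK1 by 4.27 and HAND1, a mesoderm and extraembryonic transcription factor, by 4.03. Genes of the undifferentiated state fell, among them DPPA5 (-2.82 ± 0.164), PRDM14 (-2.38 ± 0.14) and USP44 (-2.30 ± 0.157). In total 364 of 18404 genes were called, of which 212 rose and 152 fell. All 364 had control and siSOX2 arrays that did not overlap, which held for 25.2% of all genes and for 10% by chance.

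The other genes with the largest rise were the apelin receptor APLNR (3.92), the Wnt effector LEF1 (3.70), the Nodal and BMP inhibitor CER1 (3.51), the streak factor MIXL1 (3.42), SNAI2, a repressor of epithelial genes (3.22), and PRTG (3.20). Besides SOX2 and the genes named above, the largest falls were in IL13RA2, an interleukin decoy receptor (-2.90), the C-type lectin genes CLEC6A (-2.90) and CLEC4D (-2.75), the matrix gene EDIL3 (-2.66), the neuropeptide receptor NPY1R (-2.61) and HESX1, a forebrain homeobox gene (-2.23). The adjusted p of these genes was 4.89e-08 (CLEC6A) or lower.

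Of the 25 primitive streak and early mesoderm genes measured, 12 rose and 0 fell, and the median log2 change was 0.98 (camera adjusted p = 2.19e-31; adjusted p = 0.000867 with an estimated correlation). TBXT, the streak factor brachyury, rose by 2.98. Of 20 Wnt targets 7 rose and 0 fell (adjusted p = 5.53e-20; adjusted p = 0.000867 with an estimated correlation). Of 18 BMP pathway genes 8 rose and 0 fell, among them the ligand BMP2 (2.92), the homeobox target MSX2 (2.27), BMPER (1.61) and BAMBI (1.36), with an adjusted p of 4.68e-17 (adjusted p = 0.00153 with an estimated correlation). Of 34 mesenchymal genes 11 rose and 0 fell, including cadherin-11 (CDH11, 3.19), fibronectin (FN1, 2.45) and the matrix metalloproteinase MMP2 (1.96), with an adjusted p of 5.53e-20 (adjusted p = 0.00278 with an estimated correlation). Of 12 EMT genes named in the study text 11 rose (adjusted p = 2.17e-28; adjusted p = 0.000812 with an estimated correlation), but the study chose these on the same samples, so this is not independent evidence. The mesenchymal list shares SNAI1, SNAI2, CDH2, FN1, ZEB2 and HAS2 with them, so it is only partly independent. The same holds for primitive streak (TBXT, EOMES), Wnt targets (LEF1, TBXT), epithelial (CDH1, KRT19) and neural crest (SNAI2). The paper, read before the lists were written, names further members as deregulated in these samples. Among them are HAND1, LHX1, GATA2 and CDX2 (primitive streak), NKD1 (Wnt targets), ID2 (BMP pathway) and CDH11 and ITGA5 (mesenchymal). Others are TFAP2A and HAND1 (trophoblast and amnion), TFAP2A (neural crest), GRHL2 (epithelial), ACTC1 (muscle and heart) and MAP2 (neural ectoderm). These lists too are only partly independent. Of 21 trophoblast and amnion genes 8 rose, among them TFAP2A (2.44), GATA3 (2.15) and DLX3 (1.47), and the placental envelope gene ERVW-1 fell (-1.15), with an adjusted p of 3.71e-12 for the list (adjusted p = 0.00393 with an estimated correlation). Without 2102Ep control replicate 1 the change of ERVW-1 was -0.992, under 2-fold.

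Of 23 pluripotency genes 5 fell and 0 rose, with a median of -0.56 (adjusted p = 7.79e-14; adjusted p = 0.016 with an estimated correlation). Besides PRDM14 and USP44 these were KLF4 (-1.38), UTF1 (-1.28) and CRIPTO (-1.16). Of 13 stress response genes 0 were called, and the list moved down (median -0.18, adjusted p = 0.000518; adjusted p = 0.0308 with an estimated correlation), with DDIT4 at -0.98 and ASNS at -0.96.

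Several lists passed camera with the preset but not with an estimated correlation. They also passed fry, which does not compare a list with other genes (adjusted p = 2.52e-05 to 0.0027). Of 29 epithelial genes 4 rose, RAB25 (1.84), KRT19 (1.5), GRHL2 (1.38) and CLDN4 (1.19), with an adjusted p of 4.22e-06 (adjusted p = 0.0754 with an estimated correlation). Of 18 endoderm genes 3 rose, CER1, APOA2 (2.56) and GATA6 (1.28), with an adjusted p of 0.00111 (adjusted p = 0.269 with an estimated correlation). Of 27 HOX genes 2 rose, HOXA2 (1.28) and HOXB6 (1.25), with an adjusted p of 8.2e-06 (adjusted p = 0.166 with an estimated correlation). Without genes below the median signal the median of the HOX list turned from 0.24 to -0.141 (adjusted p = 0.962), and the muscle and heart list no longer passed (adjusted p = 0.891). Of 14 muscle and heart genes 4 rose, including ANKRD1 (2.67) and ACTC1 (1.66), with an adjusted p of 0.00392 (adjusted p = 0.0754 with an estimated correlation). Of 19 neural crest genes 3 rose, SNAI2, MSX2 and TFAP2A, and EDNRB fell (-1.23), with an adjusted p of 0.00191 (adjusted p = 0.0754 with an estimated correlation).

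The remaining lists did not pass camera in 2102Ep. Of 24 neural ectoderm genes MAP2 rose (1.2) and HESX1 fell (adjusted p = 0.357). Of 11 Nodal pathway genes CER1 rose and CRIPTO, the gene of a co-receptor, fell, with an adjusted p of 0.145 (adjusted p = 0.0027 with fry). The fall of CRIPTO was under 2-fold without 2102Ep control replicate 2 (-0.9228) and without 2102Ep siSOX2 replicate 1 (-0.9569). Of 18 SOX family genes 1 fell, SOX15 (-1.28; adjusted p of the list 0.0673), and that list passed without 2102Ep control replicate 1 (adjusted p = 0.0219) and without 2102Ep siSOX2 replicate 3 (adjusted p = 0.0324). In proliferation (28 genes, median 0.0164, adjusted p = 0.903), p53 targets (18 genes, adjusted p = 0.704), interferon response (22 genes, adjusted p = 0.232), sterol synthesis (11 genes, adjusted p = 0.452), reference genes (10 genes, adjusted p = 0.73), fibroblast (10 genes, adjusted p = 0.354), leukocyte (10 genes, adjusted p = 0.795) and microRNA precursors (6 genes, adjusted p = 0.232) no gene was called. The 6 precursors were 2 of miR-302, 3 of the miR-200 family and miR-375, and no C19MC member was measured by a probe set of 1 gene. In both knock-down contrasts each list had as many rises and falls when adjusted over the list alone as over all genes, for the EMT genes too, where this is not independent evidence. The mean and the median differed in sign for proliferation (mean -0.00303) and p53 targets (median -0.00505, mean 0.0257).

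The second comparison asked the same of NTera-2, in which less SOX2 mRNA was lost. Among the called genes DKK1 had the largest rise (log2 change 2.77 ± 0.119, SE), followed by the semaphorin SEMA6D (2.23 ± 0.145) and DNAJC15 (2.21 ± 0.205). SNAI2 rose by 2.07 and EOMES, a T-box factor of mesendoderm, by 2.04. The largest falls were in AK4, an adenylate kinase (-2.99 ± 0.187), SHISA3, an inhibitor of Wnt and FGF receptors (-2.83 ± 0.113), and TMT1A (-2.64 ± 0.197). In total 121 of 18404 genes were called, of which 57 rose and 64 fell. More rose than fell with no fold threshold (544 of 909) and without NTera-2 siSOX2 replicate 2 (67 of 126). Fewer rose on median centring (49 of 120), with quantile normalization again (50 of 119) and without NTera-2 siSOX2 replicate 3 (46 of 123). The median change of all genes was 0.0425, so the balance of rises and falls is uncertain. All 121 had arrays that did not overlap (21.3% of all genes, 10% by chance). The second probe set of AK4 changed by only -0.603, so the size of its fall is uncertain.

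The remaining large rises were in ALPK2 (2.16), the epithelial factor GRHL3 (1.87), WLS, a Wnt secretion factor (1.84), PLXNA2 (1.81) and HAND1 (1.76). The remaining large falls were in TM4SF18 (-2.24), EDIL3 (-2.20), HHLA1 (-2.13), the cadherin gene CDH6 (-1.99), SEMG1 (-1.89), TRIM22 (-1.76) and LRAT, a retinol acyltransferase (-1.75). The adjusted p of these genes was 1.66e-05 (SEMG1) or lower.

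In NTera-2 only 1 list passed camera with both correlations. Of 12 EMT genes named in the study text 4 rose, EOMES, SNAI2, LEF1 (1.53) and E-cadherin (CDH1, 1.54), and NRP1 fell (-1.15), with an adjusted p of 4.06e-09 (adjusted p = 0.0415 with an estimated correlation). That list was chosen by the study on these samples and is not independent evidence. Of 23 pluripotency genes 3 fell, PRDM14 (-1.5), DPPA3 (-1.56) and CRIPTO (-1.02), with an adjusted p of 3.68e-11 (adjusted p = 0.0571 with an estimated correlation). The second probe set of DPPA3 changed by -0.957. The naming rule did not take CRIPTO in this contrast, and its call here was not followed under the alternatives. Of 18 BMP pathway genes 2 rose, GREM1 (1.38) and BMP2 (1.17), with an adjusted p of 3.16e-06 (adjusted p = 0.0571 with an estimated correlation). Of 25 primitive streak and early mesoderm genes 4 rose, HAND1, EOMES, APLNR (1.42) and MIXL1 (1.17), with an adjusted p of 3.63e-05 (adjusted p = 0.137 with an estimated correlation). Of 34 mesenchymal genes 1 rose, SNAI2 (adjusted p = 0.000477; adjusted p = 0.182 with an estimated correlation), while N-cadherin (CDH2) stood at -0.76. Of 21 trophoblast and amnion genes 1 rose, HAND1 (adjusted p = 0.00476; adjusted p = 0.182 with an estimated correlation). Of 20 Wnt targets 3 rose, DKK1, LEF1 and LGR5 (1.18), with an adjusted p of 0.0206 (adjusted p = 0.212 with an estimated correlation). The stress response (13 genes, 0 called, adjusted p = 0.00147; adjusted p = 0.0743 with an estimated correlation) and p53 targets (18 genes, 0 called, adjusted p = 0.00999; adjusted p = 0.326 with an estimated correlation and 0.328 with fry) had medians of -0.15 and -0.0761. Without NTera-2 siSOX2 replicate 2 the calls of the Wnt, trophoblast and p53 lists were also lost (adjusted p = 0.0635, 0.0648 and 0.121), and that of the Wnt list without NTera-2 control replicate 2 (adjusted p = 0.0525) and without genes below the median signal (adjusted p = 0.424).

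The remaining lists did not pass camera in NTera-2. Of 11 Nodal pathway genes the inhibitors FST (1.63) and CER1 (1.19) rose and CRIPTO fell (adjusted p = 0.0563), although CER1 was under 2-fold without NTera-2 siSOX2 replicate 3 (0.9873). The Nodal list passed without genes below the median signal (adjusted p = 0.0435), without 2102Ep control replicate 2 (0.0496) or 3 (0.049) and without NTera-2 control replicate 1 (0.0388), and the HOX list without NTera-2 siSOX2 replicate 2 (0.0198). GRHL3 and CDH1 rose among 29 epithelial genes (adjusted p = 0.297; adjusted p = 0.0307 with fry), SNAI2 and RXRG (1.15) among 19 neural crest genes (adjusted p = 0.304; adjusted p = 0.0119 with fry) and CER1 among 18 endoderm genes (adjusted p = 0.685), and POSTN fell among 10 fibroblast genes (-1.69; adjusted p = 0.725). No gene was called among HOX (adjusted p = 0.297), SOX family (adjusted p = 0.297), neural ectoderm, interferon response, leukocyte, muscle and heart, proliferation, reference genes and sterol synthesis (adjusted p = 0.94 for each from neural ectoderm on), or among the 6 microRNA precursors, which held no C19MC member (adjusted p = 0.838). The test pointed down while the median was above 0 for neural ectoderm (0.0979), leukocyte (0.0187) and proliferation (0.013), and up while the median was below 0 for sterol synthesis (-0.00668).

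**Figure D2:**
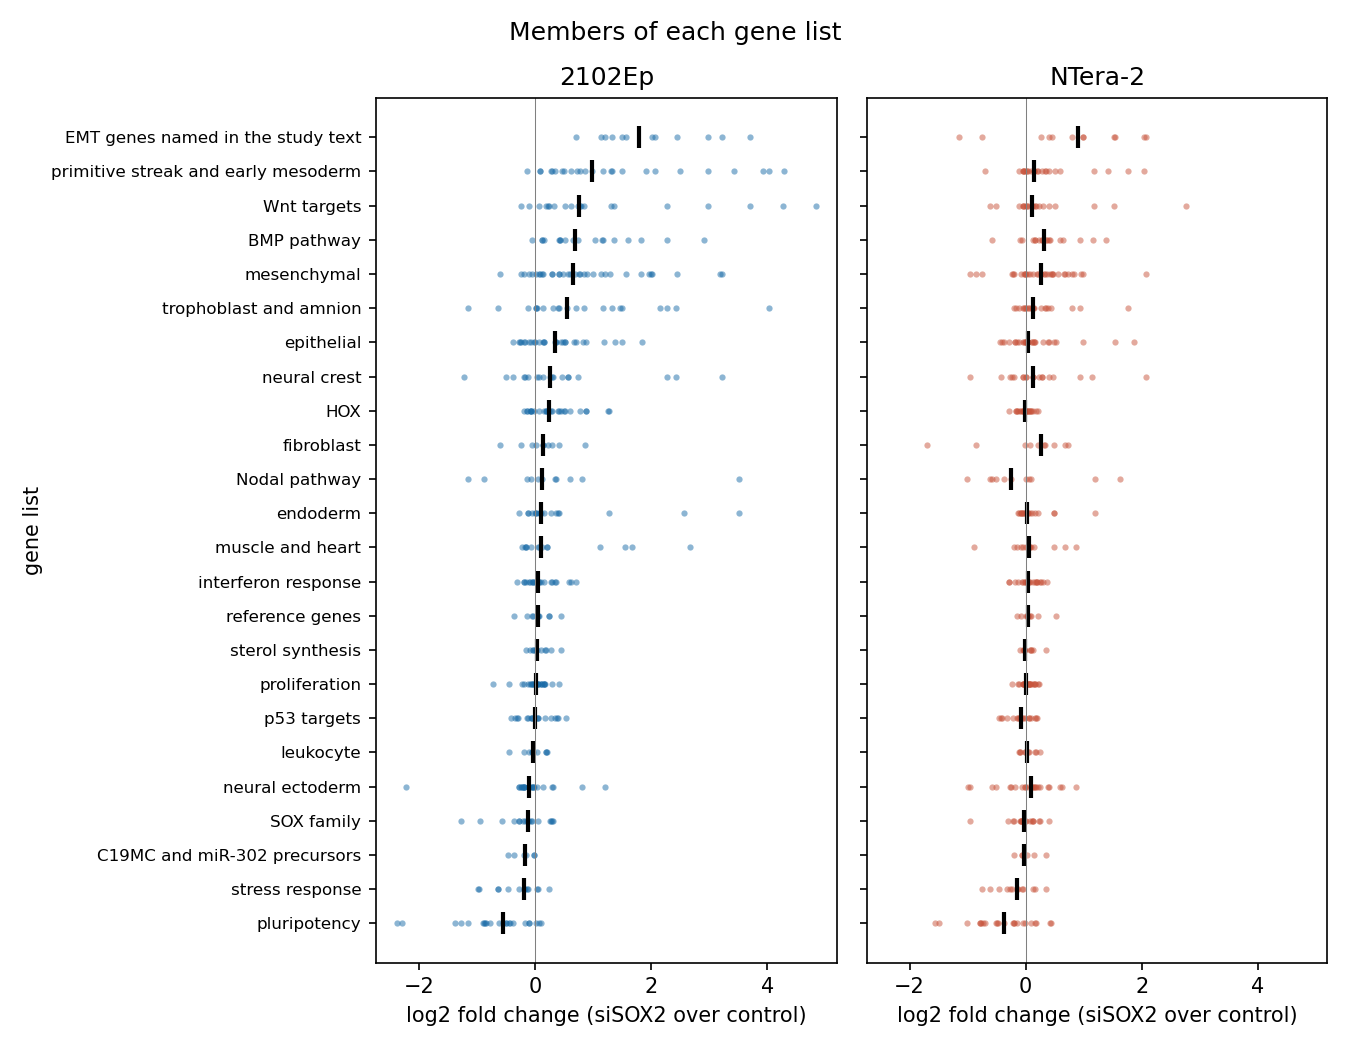
Log2 fold change (siSOX2 over control, horizontal axis) of each measured member (points) of the 24 gene lists (vertical axis) in 2102Ep (left) and NTera-2 (right), with the median of each list as a black bar. The median of the primitive streak and early mesoderm list is 0.98 in 2102Ep and 0.14 in NTera-2, and that of the pluripotency list -0.56 and -0.37.

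The third comparison asked which responses the lines share. Per the study's methods both lines received the same siRNA against SOX2, so its effects on other transcripts would be shared too. DKK1, HAND1, SNAI2, LEF1, LGR5, MIXL1 and APLNR rose in both lines, and EDIL3 and PRDM14 fell in both. In total 48 genes were called in the same direction, 22 that rose and 26 that fell. Independent lists would share 0.657 and 0.529 genes. The odds ratios were 59.9 (two-sided Fisher's exact p = 1.81e-28) and 98.5 (p = 3.41e-38). The test takes genes as independent units, which they are not, so these p-values overstate the evidence. Across all genes the log2 fold changes of the lines correlated at r = 0.405, described only, since genes are not independent replicates. A further 4 genes were called in opposite directions: the ERK phosphatase DUSP6 (1.08 in 2102Ep, -1.67 in NTera-2), the semaphorin co-receptor NRP1 (1.33 and -1.15), neurotensin (NTS, 1.46 and -1.26) and calbindin (CALB1, -1.14 and 1.25). In 2102Ep DUSP6 was under 2-fold without control replicate 1 (0.9691) and without siSOX2 replicate 3 (0.9465), as was CALB1 without control replicate 2 (-0.8915).

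**Figure D3:**
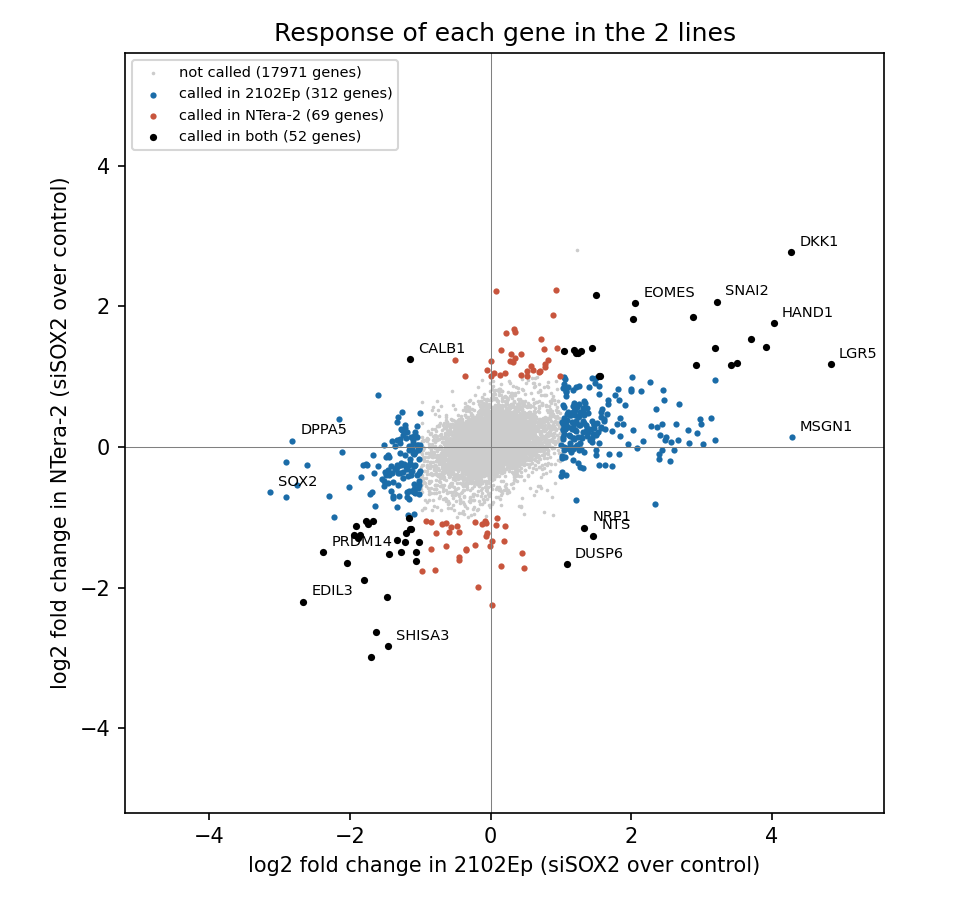
Log2 fold change (siSOX2 over control) of each of 18404 genes in 2102Ep (horizontal axis) and NTera-2 (vertical axis), coloured by the line in which the gene was called. The black points are the 48 genes called in the same direction and the 4 called in opposite directions in both lines.

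The response itself was then compared between the lines, where line, transfection lipid, siRNA amount and remaining SOX2 mRNA differ together. SOX2 protein was not measured on the arrays. MSGN1 (difference of 2102Ep minus NTera-2 4.14 ± 0.163, log2, SE), LGR5 (3.66 ± 0.147), the cystatin CST1 (3.15 ± 0.352), RHOBTB3 (3.09 ± 0.166), TNS4 (2.98 ± 0.19) and the protease inhibitor SLPI (2.77 ± 0.197) had the largest positive differences. DPPA5 (-2.91 ± 0.232), IL13RA2 (-2.70 ± 0.215), ITPRID1 (-2.55 ± 0.219), SOX2, CALB1 (-2.39 ± 0.322) and NPY1R (-2.36 ± 0.249) had the largest negative ones. The starting level can differ between the lines as well. DPPA5 was already lower in NTera-2 control cells (-4.87), which can limit a further fall there, while SOX2 was not (0.33). Whether starting level accounts for any of these differences was not tested. In total 305 genes were called for a different response, 182 with a higher and 123 with a lower value in 2102Ep. Of these 257 changed more in 2102Ep and 48 changed more in NTera-2. With no fold threshold 466 of 957 genes had a higher value in 2102Ep, so the larger direction changed. Of the 312 genes called in 2102Ep but not in NTera-2, 191 were called for a different response, and of the 69 called in NTera-2 but not in 2102Ep, 29 were. The Wnt targets (median difference 0.73; adjusted p = 0.0011 with an estimated correlation) and the primitive streak list (0.734; adjusted p = 0.00111 with an estimated correlation) responded more in 2102Ep. In a test against a 1.5-fold difference 122 genes passed.

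The last comparison was of the control cells, as the state from which each line responded. NTera-2 had more PIWIL2 (log2 difference 4.71 ± 0.113, SE), PCLAF (4.45 ± 0.114), TDRD12 (4.16 ± 0.126), OCIAD2 (4.07), the chromatin remodeller CHD7 (3.73) and the deubiquitinase USP3 (3.43). The second probe set of PCLAF differed by 2.25. 2102Ep had more of the small nucleolar RNAs SNORD113-4 (-6.00 ± 0.33) and SNORD114-3 (-5.84 ± 0.195) of an imprinted cluster, the meiotic gene HORMAD1 (-5.12), the actin-bundling gene LCP1 (-4.89), DPPA5 (-4.87) and GTSF1 (-4.67). In total 1429 genes were called, 826 higher and 603 lower in NTera-2, while with no fold threshold 3857 of 7809 were higher.

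Epithelial genes were lower in NTera-2, with 13 of 29 lower and 0 higher (adjusted p = 1.25e-08; adjusted p = 0.256 with an estimated correlation), among them CLDN7 (-4.49), CDH1 (-3.58) and P-cadherin (CDH3, -2.64). Of 34 mesenchymal genes 10 were higher, including vimentin (VIM, 2.24), CDH11 (2.27) and ZEB2 (2.15), and COL1A2 was lower (-1.49), with an adjusted p of 0.0274 (adjusted p = 0.368 with an estimated correlation, and 0.157 without genes below the median signal). The second probe set of ZEB2 differed by 0.525. Of 24 neural ectoderm genes 6 were higher, among them MAP2 (3.02), LHX2 (2.39) and OTX2 (2.06), with an adjusted p of 0.0497 (adjusted p = 0.368 with an estimated correlation). That call of the neural ectoderm list was lost on median centring (adjusted p = 0.0507), without genes below the median signal (0.163), without 2102Ep control replicate 1 (0.0978) or 2 (0.0674), without NTera-2 control replicate 1 (0.0876) and without NTera-2 siSOX2 replicate 1 (0.0524) or 3 (0.0543). Of 23 pluripotency genes 4 were lower, ZFP42 (-4.14), DPPA3 (-3.04), DPPA2 (-2.42) and UTF1 (-1.25), and 3 were higher, USP44 (1.78), POLR3G (1.29) and PODXL (1.06), with an adjusted p of 0.193 for the list. Without 2102Ep control replicate 2 PODXL was under 2-fold (0.9402).

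The other lists that passed camera here had an adjusted p of 0.368 each with an estimated correlation. Of 27 HOX genes HOXB2 (-2.81) and HOXB1 (-1.15) were lower in NTera-2 and 0 were higher (median -0.348, adjusted p = 5.39e-05). Of 18 p53 targets GDF15 (-3.19), SESN1 (-1.17) and PHLDA3 (-1.12) were lower and TNFRSF10B (1.81) was higher (median -0.663, adjusted p = 0.000176). Of 25 primitive streak and early mesoderm genes WNT3 (-2.36) and TBX3 (-1.25) were lower (median -0.406, adjusted p = 0.00995). Of 11 sterol synthesis genes LSS (1.07) was higher (median 0.574, adjusted p = 0.0011), and of 28 proliferation genes 0 were called (median 0.372, adjusted p = 0.00177). LSS was under 2-fold with quantile normalization again (0.995) and without 2102Ep control replicate 2 (0.8874). In this contrast UTF1 and SESN1 were named after their values were seen. No list passed camera in this contrast with an estimated correlation (lowest adjusted p = 0.256). All 8 lists that passed with the preset correlation also passed fry, as did 11 that had not, at adjusted p-values of 0.000278 to 0.014: muscle and heart, neural crest, Nodal pathway, trophoblast and amnion, the 6 microRNA precursors, pluripotency, Wnt targets, the EMT genes of the study text (not independent evidence), the BMP pathway, whose median was below 0 (-0.0238) while the test pointed up, leukocyte and interferon response.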

Values the study reported

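The study reported 402 deregulated genes in 2102Ep cells, 131 in NTera-2 cells and 54 common to both lines. It counted 26 markers of mesodermal differentiation and EMT among the genes that changed. SOX2 mRNA in NTera-2 cells was reported as reduced by 49%, while the protein was described as fully lost after the knock-down.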

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

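The test of a scaled-down NTera-2 response was chosen after the result was seen, and the other tests of this part before.

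The response of 71 named genes differed between the lines by the limma test of the difference (2102Ep minus NTera-2, log2), 53 with a higher and 18 with a lower value in 2102Ep. Line, transfection lipid, siRNA amount and remaining SOX2 mRNA differ together in this contrast. Of the genes called in both lines in the same direction, the difference was positive for LGR5 (3.66), APLNR (2.50), CER1 (2.31), HAND1 (2.26), MIXL1 (2.25), LEF1 (2.17), PRTG (1.79), BMP2 (1.75), DKK1 (1.51), SNAI2 (1.15) and WLS (1.03), which rose, and for SHISA3 (1.37), AK4 (1.29) and TMT1A (1.01), which fell more in NTera-2. On its second probe set AK4 changed by -0.619 in 2102Ep and by -0.603 in NTera-2, so its difference rests on 1 of 2 probe sets. SNAI2 no longer passed without NTera-2 control replicate 2 (0.9566). Of the genes called in opposite directions, the difference was 2.75 for DUSP6, 2.72 for NTS, 2.48 for NRP1 and -2.39 for CALB1. The differences of APLNR, MIXL1, PRTG, DKK1, WLS, SHISA3, AK4, TMT1A, DUSP6 and NTS were not followed under the alternatives.

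Of the genes called in 2102Ep but not in NTera-2, the mesoderm and mesenchymal genes named with a positive difference were MSGN1 (4.14), TBXT (2.58), TBX3 (2.36), CDH11 (2.24), CDH2 (1.97), MMP2 (1.92) and FN1 (1.65). Among the BMP pathway genes were ID2 (1.93), MSX2 (1.34), BMPER (1.24) and BAMBI (1.14), among the Wnt targets NKD1 (1.98), and among the trophoblast and amnion genes TFAP2A (2.49), KRT23 (1.61), GATA3 (1.35) and DLX3 (1.14). Among the epithelial genes were RAB25 (1.43), GRHL2 (1.23) and CLDN4 (1.08), of which CLDN4 no longer passed without 2102Ep siSOX2 replicate 2 (0.9639). Others were CST1 (3.15), RHOBTB3 (3.09), TNS4 (2.98), SLPI (2.77), USP3 (2.77), PCLAF (2.66), ANKRD1 (2.57), APOA2 (2.49), CHD7 (2.09), HOXA2 (1.57), HOXB6 (1.30) and MYL7 (1.07). PCLAF changed by 1.26 in 2102Ep and 0.32 in NTera-2 on its second probe set, and MYL7 was under 2-fold without 2102Ep control replicate 3 (0.9617). A negative difference was measured for SOX2 (-2.49), DPPA5 (-2.91), IL13RA2 (-2.70), ITPRID1 (-2.55), NPY1R (-2.36), CLEC4D (-2.21), CLEC6A (-2.19), USP44 (-1.60), SOX15 (-1.53), HESX1 (-1.23) and HORMAD1 (-1.04). Of these, DPPA5 (-4.87), SOX15 (-3.01) and HORMAD1 (-5.12) started lower in NTera-2 control cells, which can limit a fall there. SOX2 (0.33) and USP44 (1.78) started higher there. Whether starting level accounts for these differences was not tested. Of the genes called in NTera-2 but not in 2102Ep, the difference was 2.26 for TM4SF18, 1.84 for POSTN and 1.82 for CDH6, and -2.13 for DNAJC15, -1.30 for SEMA6D, -1.29 for FST and -1.22 for GREM1. Of genes called in neither line, the difference was 1.86 for TNC, 1.42 for ETS1, -1.32 for the stress gene DDIT4 and -1.06 for TFAP2C. TFAP2C was under 2-fold with quantile normalization again (-0.9947), without 2102Ep siSOX2 replicate 3 (-0.9798) and without NTera-2 control replicate 1 (-0.9812). The differences of FN1, GATA3, USP3, PCLAF, CHD7, CLEC4D, CLEC6A, HORMAD1, TM4SF18, CDH6, DNAJC15 and SEMA6D were not followed under the alternatives either.

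The lists whose response differed with both correlations had a median difference of 0.734 for primitive streak and early mesoderm, 0.73 for Wnt targets, 1.23 for the EMT genes named in the study text, 0.453 for the BMP pathway, 0.402 for mesenchymal and 0.288 for trophoblast and amnion. The study chose the EMT genes on these samples, so their difference is not independent evidence. The other lists hold members that the paper names as deregulated in these samples, so they are only partly independent.

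More genes responded in 2102Ep than in NTera-2. The median within-group SD in NTera-2 was 0.846 times that in 2102Ep. In the joint fit this ratio does not bear on the counts, since the spread is pooled (median SE 0.121 in both knock-down contrasts). In the fit of only the groups compared, which uses the spread of each line alone, 365 and 121 genes were called. A larger spread between NTera-2 replicates is therefore argued against. Whether the NTera-2 response may be a scaled-down copy of the other stayed undecided, since 15.7% of the genes called for a different response changed more in NTera-2, between the bounds of 5% and 20% set for that test. An exact scaled-down copy forbids the 48 of these 305 genes that changed more in NTera-2, and the 4 genes called in opposite directions. For these genes the values argue against an exact copy, while 257 of the 305 changed more in 2102Ep. Of the 48 genes shared by both lines, a different set, 28 changed more in 2102Ep. Their median ratio of the NTera-2 to the 2102Ep change was 0.885, although a call in both lines favours changes of like size. The smaller loss of SOX2 mRNA, the line, the transfection lipid and the siRNA amount remain open, as the design varies them together, while SOX2 protein was not measured here and the study described it as lost in both lines.

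Of 100 splits of control and siSOX2 arrays within both lines, 5 gave at least as many genes with a different response as the 305 of the real one, with 451 as the highest of the others, so this count does not exclude chance. It says little about a difference in response, since the other 4 all kept the 2102Ep arrays as labelled and so still held the response of 2102Ep. The 90 splits that relabelled the 2102Ep arrays gave 60 genes at most, and those that relabelled both lines gave 0 at most. In 2102Ep 1 of 10 splits, the real one, reached 364 genes (highest other 0), and in NTera-2 1 of 10 reached 121 (highest other 0), which are too few splits for a share under 0.05.

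Probe sets outside the named genes also changed. In 2102Ep 59 probe sets with no gene and 17 with several genes were called, and in NTera-2 26 and 6.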

How the results depend on the processing

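The covariate from the first principal component of the residuals was chosen after the data were seen, and the other alternatives before.

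SOX2 kept its direction and its side of the adjusted p threshold under the alternatives it was followed in, which leave out those of all probe sets and of other thresholds. In NTera-2 it missed only the 2-fold threshold, so with no fold threshold it passes. Leaving out each array in turn gave 353 to 391 genes in 2102Ep, 121 to 129 in NTera-2, 297 to 331 for the difference in response, 1388 to 1520 between control cells and 45 to 50 shared genes, and a SOX2 change of -3.24 to -2.991 in 2102Ep and -0.6662 to -0.6071 in NTera-2. Of the 364 genes called in 2102Ep, 328 to 364 remained, and of the 121 in NTera-2, 108 to 121.

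Without genes below the median signal, which tests fewer genes, 212 genes were called in 2102Ep, 66 in NTera-2, 166 for the difference in response and 866 between control cells, and the HOX list in 2102Ep reversed to -0.141. With no fold threshold, which only adds genes, the counts in that order were 2330 (1245 rose), 909 (544 rose), 957 (466 higher in 2102Ep) and 7809 (3857 higher in NTera-2), with 411 shared, so the larger direction changed in all but 2102Ep. A test against a 1.5-fold change gave 78 genes in NTera-2 and 122 for the difference in response. The cause of the HOX reversal was not tested. Of the genes called in NTera-2, 46 of 123 rose without siSOX2 replicate 3, 67 of 126 without siSOX2 replicate 2 and 49 of 120 on median centring, against 57 of 121. The other counts stayed within 1.5 times those reported. Of named genes only those called in the main fit were followed, so none could gain a call, and not every printed call was followed. The alternatives for them were the replicate block, only the groups compared, the dim-gene filter, median centring, quantile normalization again and each array left out. Of their values 3298 kept the call, 23 lost it and 0 with a call reversed. Lists were followed under the block, the filter, the centring, each array left out and the other list tests. Of the values of lists 1526 stayed on their side of the thresholds, called or not, 52 lost a call, 21 gained one and 1 with a call reversed. With fry 14 gained a call and 2 lost one. Dim signals near background are one limit of the array, which was not measured here.

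With the replicate number as a block, 365 genes were called in 2102Ep, 121 in NTera-2 and 308 for the difference in response, with 48 shared, and SOX2 changed by -3.135 and -0.6449. The numbers did not pair the samples: deviations of arrays with the same number correlated across genes at 0.0652, 0.179 and 0.128 in 2102Ep and -0.249, -0.206 and 0.136 in NTera-2, and only 2102Ep replicate 2 correlated best with its own number. The block was not run for the difference between control cells. The fit of only the groups compared was not run for the difference in response, which uses all 12 arrays.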

Other observations

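The tests of a scaled-down NTera-2 response and of FGF and ERK feedback genes were chosen after the results they bear on were seen, and the other tests of this part before.

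Genes higher in NTera-2 control cells went different ways in 2102Ep after siSOX2. CHD7 rose by 2.17, USP3 by 2.56, PCLAF by 2.99 and RHOBTB3 by 3.19 on the log2 scale in 2102Ep, and their starting differences were 3.73, 3.43, 4.45 and 3.23. In NTera-2 their changes were 0.0855, -0.207, 0.326 and 0.101, and none was called. The second probe set of PCLAF changed by 1.26 in 2102Ep. PIWIL2 (0.178), TDRD12 (-0.448) and OCIAD2 (-0.387), whose starting differences were 4.71, 4.16 and 4.07, were not called in 2102Ep, and USP44 (-2.30) and SHISA3 (-1.46), with starting differences of 1.78 and 2.61, fell there. These genes were set side by side after their values were seen, no tally over the 826 genes higher in NTera-2 was made, and chance values of the shared 2102Ep controls enter both contrasts in the same direction.

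DUSP6 fell in NTera-2 by 1.67 on the log2 scale, for which a candidate explanation is lower FGF and ERK signalling. Without DUSP6, the 18 measured genes of a list of FGF and ERK feedback genes, written after DUSP6 was seen, had a median of -0.322 in NTera-2 (camera p = 0.00403 with an estimated correlation), and ETV4 (-1.10) and SPRY1 (-1.05) fell. In 2102Ep the median was -0.126 and the set did not pass, although ETV1 fell (-1.15), with ETV5 at -0.956, SPRY2 at -0.717 and ETV4 at -0.688. The difference between the lines was not tested for this list. Signalling itself was not measured here, and no technical explanation was tested.

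Genes that neighbour each other on a chromosome shared the starting difference between the lines: the correlation across 18352 genes, which are not independent replicates, was 0.197 between adjacent genes and 0.1 between genes 25 places apart, against -0.0143 to 0.0147 in shuffled orders at 25 places. Between adjacent genes it was 0.122 and 0.106 in the knock-down contrasts, so much of the value for adjacent genes is not particular to the starting difference. Cross-hybridization or co-regulation of adjacent genes alone would not reach 25 places. Position effects of the array that act in every comparison are argued against by the knock-down contrasts, where the higher of the correlations at 25 places was 0.0393 times that of the starting difference. Gains and losses of chromosome regions that differ between the lines may account for it, but copy number was not measured here.

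The deviations of arrays from their group means correlated between arrays of different lines with a mean absolute r across genes of 0.206, and of 0.179 after quantile normalization again.

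In NTera-2 control cells 1429 genes were called against 2102Ep control cells. The highest count among the other splits of these 6 arrays was 0, and 1 of 10 splits, the real one, reached it, which are too few splits for a share under 0.05.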
